# Whole-transcriptome analysis of rat cavernosum and identification of circRNA-miRNA-mRNA networks to investigate nerve injury erectile dysfunction pathogenesis

**DOI:** 10.1080/21655979.2021.1973863

**Published:** 2021-09-14

**Authors:** Jie Huang, Jianxiong Ma, Jie Wang, Ke Ma, Kang Zhou, Wenjie Huang, Fan Zhao, Bodong Lv, Qing Hu

**Keywords:** Erectile dysfunction, circular RNA, ceRNA network, bioinformatics analysis, energy metabolism

## Abstract

There is growing evidence that circular RNAs (circRNAs) play a vital role in many kinds of diseases, including erectile dysfunction (ED). Nevertheless, the role of circRNAs in cavernous nerve-damaging ED (CNI-ED) is unknown. Here, we aimed to discover novel circRNAs, probed their potential role in the CNI-ED, and construct a ceRNA network of circRNAs. Twelve male Sprague Dawley rats were randomly divided into 2 groups by us: bilateral cavernous nerve crush (BCNC) and control groups. Four weeks after surgery, the spongy smooth muscle tissue of the rat penis was sequenced using high-throughput full transcriptome sequencing. We analyzed the expression of circRNAs, miRNAs, and mRNAs in the two groups. Twenty circRNAs with significantly different expressions were selected for RT-qPCR. CeRNA network of circRNAs was established using Cytoscape. GO and KEGG analysis was done by R package. Sequencing showed that 4,587 circRNAs, 762 miRNAs, and 21,661 mRNAs were dysregulated in the BCNC group. The top 20 differentially expressed circRNAs were further verified via RT-qPCR. The ceRNA network contained ten circRNAs, six miRNAs, and 227 mRNAs, including 23 circRNA-miRNA pairs and 227 miRNA-mRNA pairs. GO and KEGG analysis suggested that these ten circRNAs could main regulate energy metabolism processes. A protein‐protein interaction network was constructed with the mRNAs in ceRNA network, and five hub genes were identified. Our study revealed a potential link between circRNAs, miRNAs, and mRNAs in CNI-ED, suggesting that circRNAs may contribute to the occurrence of ED by regulating the cellular energy metabolism in CNI-ED.

## Introduction

Prostate cancer is one of the most common malignancy in men worldwide. Recent studies indicate that prostate cancer makes up more than one in five new cancer cases is in the United States [1]. Radical prostatectomy (Rp) is the major treatment modality to reduce cancer mortality in patients with localized prostate cancer [2]. Unfortunately, due to the location of the prostate, men receiving RP treatment may suffer side effects, which can have a long-term impact. Even though various neurosparing methods have been promoted in recent years, the incidence of erectile dysfunction (ED) after RP is still high at about 11–87% [3,4]. The main cause of ED is surgical damage to the cavernosal nerve in patients with prostate cancer. After nerve injury, the nerve control of the cavernous body of the penis is lost, and a variety of pathological and physiological changes occur, such as smooth muscle diastolic dysfunction of the cavernous body of the penis and the occurrence of penile fibrosis, which lead to conventional treatment such as oral PDE5 inhibitors, vacuum negative pressure suction, and local injection of vasoactive drugs into the cavernous bod have poor efficacy, so ED after RP is still a long-term problem for most patients [2,5–7]. Therefore, finding the underlying mechanism is very critical for the treatment of post-RP ED.

Circular RNAs (circRNAs) are evolutionarily conserved transcripts, making up a mass class of non-coding RNAs, which are produced by backsplicing [8]. For the past few years, mounting evidence has demonstrated the critical role of circRNAs in biological processes by modulating protein function, acting as miRNA or protein inhibitors (sponges), or by encoding proteins themselves [9–11]. In addition, circRNAs are closely related a variety of diseases, such as diabetes mellitus and its complications, cardiovascular disease, neurological disorders, osteoporosis and cancers [12–14]. Recently, circRNAs as miRNA sponges regulating biological functions have been gradually understood, and a large number of studies have shown that miRNAs play a vital role in the pathogenesis and treatment of ED [15,16]. However, how circRNAs regulate miRNAs and ultimately regulate cavernous nerve injury erectile dysfunction (CNI-ED) remains unknown [17].

The above research suggested one possibility that a comprehensive study of the function of competing endogenous RNA (ceRNA) network of circRNAs and the ability of circRNA to encode proteins is an effective strategy for understanding CNI-ED. In this study, we designed to build a ceRNA network of circRNAs and discover the potential of circRNAs to encode proteins. Illumination of the potential link between CNI-ED and ceRNA network of circRNAs could suggest new strategies for treating this disease. The study was designed to identify the differentially expressed circRNAs and miRNAs and mRNAs by whole-transcriptome sequencing of CNI-ED and normal rats. A ceRNA network was subsequently constructed to reveal the potential role of circRNAs in CNI-ED. We found that circRNAs lead to CNI-ED by regulating energy metabolism, in which *Ccna2, Cxcl10, Pld1, Mapk11, and Mboat2* may play an important role.The workflow of the our current research is shown in Figure 1.

**Figure 1.**
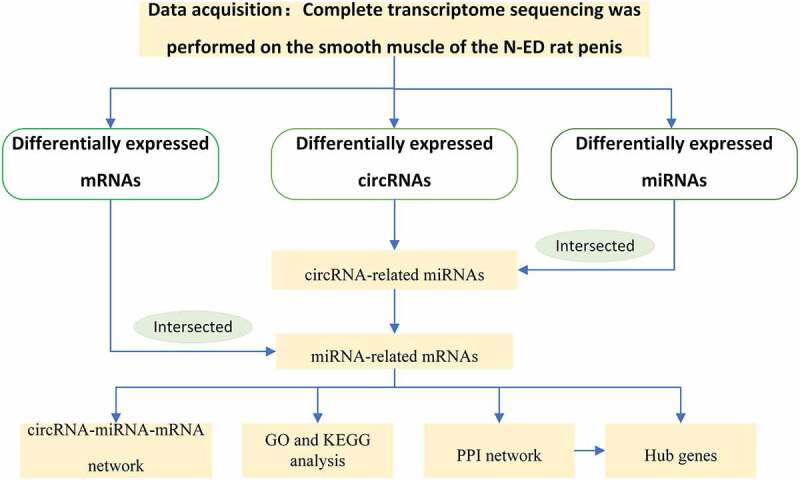
The process of constructing circular RNA ceRNA network and looking for hub genes in CNI-ED

## Materials and methods

### Animals

Experimental animal ethics was approved by the Laboratory Animal Center of Zhejiang University of Traditional Chinese Medicine. All rats were raised in the Experimental Animal Center of Zhejiang Chinese Medicine University in a special sterile environment: water and food were freely available, and a 12-hour cycle of day and night and maintained at 20–24°C. Twelve male SD rats weighed between 300 and 350 g and were 8 weeks old (SIPPER-BK Laboratory Animals, Shanghai, China) were randomly divided into experimental group and control group and done as follows. All surgical procedures and operations were followed the animal ethics guidelines of the National Health and Research Institutes. The rat were anesthetized with 3% pentobarbital sodium (1.5 × 10^−5^L/100 g). In the model group (n = 6), only bilateral cavernosal nerves(CN) were isolated but not damaged. In the bilateral cavernous nerve crush injury (BCNC) group (n = 6), the damaged bilateral cavernous nerves of rats were pinched with vascular forceps twice for 60 seconds [18,19].

### Collection of sequencing tissues

28 days after the operation, utilizing 3% pentobarbital sodium (1.5 × 10^−5^L/100 g) anesthesia in rats, after waiting for anesthesia effect, carefully separate the rat penis, then remove the penis sponge tissue, rinsing with pre-cooled PBS liquid, carefully remove other tissues from the penis. The rats were then euthanized in carbon dioxide. Finally, all the sponge tissue after marking, placed in the −80°C refrigerator for further histologic studies.

### RNA library construction and sequencing

Transcriptome sequencing was performed on 3 normal group rats and 3 model group rats. The whole transcriptome sequencing work was completed by Hangzhou Lianchuan Biotechnology Co., LTD. The specific operations are as follows: total RNA in the cavernous tissue of the rat was isolated and purified using Trizol reagent (Invitrogen, Carlsbad, CA, USA). The RNA concentration and purity we extracted were tested by using NanoDrop ND-1000 (NanoDrop, Wilmington, DE, USA). The RNA integrity was assessed by Agilent 2100 with RIN number >7.0. The ribosomal RNA was depleted by approximately 5ug of total RNA through the Ribo-Zero™ rRNA Removal Kit (Illumina, San Diego, USA). When eliminating ribosomal RNAs the left RNAs were sliced up at high temperatures. The cleaved RNAs were then reverse transcribed into cDNA, which were labeled with U-labeled to synthesize 2-strand DNA. An A-base was added to the blunt ends of each strand, preparing them for ligation to the indexed adapters. Single-or dual-index adapters are ligated to the fragments, and size selection was performed with AMPureXP beads. The two strands of DNA labeled by U were treated with the refractory UDG enzyme for PCR operation under the following operating conditions: 95°C for 3 min; 8 cycles at 98°C for 15 seconds, 60°C for 15 sec, and 72°C for 30 seconds; and then 72°C for 5 min. The final PCR cDNA library was about 250–350 bp in size. In the end, The paired-end sequencing was performed by us according to the protocol from Illumina Hiseq 4000 (LC Bio, China) [20].

### RNA extraction and RT-qPCR validation

Twenty significantly different circrnas were selected for qPCR validation. Total RNA was extracted using the TRlzol method. RT-qPCR primers (Table 1) were designed by primer 5.0. The RNA concentration and purity we extracted were tested by using NanoDrop ND-1000 (NanoDrop, Wilmington, DE, USA). The RNA integrity was assessed by Agilent 2100 with RIN number >7.0. The OD260/280 absorbance ratios of all samples ranged from 1.8 to 2.0. Reverse transcription of cDNA was completed with the HiScript II Q Select RT SuperMix for qPCR (R233) (Vazyme, China), and the qPCR procedure was performed according to the StepOne Plus Real-Time PCR system (Applied Biosystems, USA). GADPH was used as an endogenous control to normalize each sample. PCR amplifification effificiencies were established by means of calibration curves.

**Table 1.** The circRNA primer sequence

circRNAname	Forward Primer 5'-3'	Reverse Primer 5'-3'
circRNA2986	GTGAACCTTGTGTGAGCAGC	CTTACCGTCTGTGGGCAGTT
circRNA3009	GAGGCATCCAAGAGGTCA	AGGGTCCATTTGGTGTCC
circRNA2982	GCTGCCCAAGACTTCTGA	AATCCTTTCTGCCTGCTT
ciRNA167	CCGTGGTTCAGGAGAT	GTCAGGCGACTGTAGGT
ciRNA85	GTCGTACAAGCCATCTCA	CTCCCAAGTTCAACATTAA
ciRNA351	GCCAGTGTCTGGGAAACTCTT	GAAAGGCACTACAACCAGGG
circRNA945	AGGCAGATGATGGATAGCACA	ACTGTTGGATCAGGATGGCAG
circRNA906	CTCTTGGCAGTGGGTAAA	AACAGAGCAACACGAGCC
circRNA2760	TGTCAGCCCAGGTCTATT	CCAGCCACAGTGCTCATT
circRNA2984	TAGAATGATGCTGGCTGAA	GTCTGATGGATTCCTGGTC
circRNA1002	TGTCAGCCCAGGTCTATT	CCAGCCACAGTGCTCATT
ciRNA109	TACTTTGCGGCTGTTCTGA	CATGCGCTATGCTTCTACC
circRNA2983	TGGATTCGCTTCCTCCTTTGT	TTGAGAAGTGCTTGCAGTGGT
ciRNA171	GAACTGTGGACACCTGTTGC	ATTCCCGTGTTGGAGTTGGT
circRNA2981	TGAACCTCGTCAATACCT	CTTCCCGTAGAATAACAAA
circRNA1687	CCTTGGGCAGATGGTTTA	R: 5GGAGGAGCCTGGATTTCT
circRNA1022	AAGTTAGGCAGCCAGCAC	CGAGTATGGAAGCGAAGG
circRNA893	TCCTGCTTGGCGATGAGT	CATCCCTTCTGGGCACCT
circRNA1056	GCCATTGACTGCTCTGTA	CTTGGTCTGAAAGGGAAC
circRNA1063	ACATTGCTGATGGTGTATTT	ATCCAGTTCCTTTAAGTGAG
GAPDH	TGGACCTGACCTGCCGTCTA	CTGCTTCACCACCTTCTTGA

### Construction of circRNA-miRNA-mRNA ceRNA network

The differential expression between the normal and model groups was further analyzed using the lima package. The DE circRNAs and mRNAs were screened according to the following criteria: Log2 (fold change) > 1 and P ≤ 0.05 [21], The miRNAs screening was as follows: P ≤ 0.1. Utilizing the Circular RNA Interactome (http://circinteractome.nia.nih.gov) database to predict miRNAs that circular RNA may play a spongy role. We obtained what we needed miRNAs by intersecting the meaningfully differentially expressed miRNAs(DEmiRNAs) with the predicted miRNAs. The downstream target genes of miRNA were predicted from the miRanda and TargetScan. Differentially expressed mRNAs (DEmRs) were obtained by intersecting predicted mRNAs and sequenced mRNAs. Finally, the network was constructed by Cytoscape 3.71.

### Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses

CircRNAs act as miRNA sponges because of containing corresponding miRNA binding sites [9]. Translation of mRNA was inhibited by miRNA binding to the 3ʹ non-coding region of mRNAs [22]. Subsequently, ceRNA networks with significantly differentially expressed circRNAs were constructed by us. Moreover, We used Cytoscape 3.7.1 (http://cytoscape.org/) and the edgeR package to visualize the network. Then, we performed functional enrichment analysis of RNAs in the circular RNAs network. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses was performed on the online analysis platform of Lianchuan Biotechnology Co., Ltd(https://www.omicstudio.cn/). GO and KEGG analyses were performed using the ClusterProfler package that identified biological processes and pathways. Subsequently we used ClueGO to analyze the path correlation of the gene enrichment pathways in the ceRNA network. We used STRING to analyze mRNAs in the network and establish a protein-protein interaction (PPI) network to look for potential connections. Finally, CircAtlas 2.0 was used to predict circRNA conservation and protein-coding ability 22.

## Statistical analysis

SPSS 17.0 statistical software was used for data analysis. T test was used for measurement data between two groups. A value of P < 0.05 indicated that the difference was statistically significant, P > 0.05 indicates that the differences are not statistically significant.

## Results

In this study, we aimed to identify the differentially expressed circRNAs, miRNAs, and mRNAs by sequencing the CNI-ED rats and normal rats, and then constructed a ceRNA network centered on circRNAs. Through GO and KEGG analyses of related genes in the ceRNA network revealed that circRNAs regulate CNI-ED through energy metabolism process, suggesting that circRNAs can serve as treatment targets for CNI-ED.

### RNA transcriptome sequencing results

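Cavernous tissue was removed from the penis 28 days after surgery, and whole-transcriptome libraries from 3 rats of the BCNC group and 3 rats of the control group were sequenced after ribosomal RNA was depleted. A circRNA is recognised in such a library by reads that cross a back-splice junction, where the end of a transcribed segment is joined to its own start. The authors listed every circRNA found in any of the 6 libraries, with the number of its back-splice reads in each library and the same number as spliced reads per 1000000000 mapped reads (SRPBM). Dividing one by the other gave a single denominator per library. It was 146892600, 183255150 and 200253000 in control rats 1, 2 and 3, and 204118500, 189398550 and 174178650 in BCNC rats 1, 2 and 3. All 6 denominators are multiples of 150, so they need not be numbers of mapped reads, and only their ratios between libraries are used. Control rats 1, 2 and 3 had 3604, 3869 and 4627 circRNA reads, with a median of 3869, and BCNC rats 1, 2 and 3 had 3821, 4046 and 4193, with a median of 4046. A circRNA with 0 reads in control rat 1 could have had up to 3 reads, which is 20.4 SRPBM, and in BCNC rat 1 this limit was 14.7 SRPBM. Reads were not counted as molecules, so these limits cover counting error only. The counts as deposited were compared between the groups with edgeR's quasi-likelihood test after TMM normalization, over the 540 circRNAs with reads in at least 3 of the 6 libraries. The screening rule was the study's, an unadjusted p at or under 0.05 with an absolute log2 fold change above 1, and a Benjamini-Hochberg adjusted p was computed beside it. Single values per library were compared with a 2-sided exact permutation test, whose smallest p for 3 rats against 3 is 0.1. The filter on detection, the treatment of circRNAs whose ends lie within 5 bases of each other, and the test itself were among the choices for which alternatives were tried. The miRNA and mRNA libraries were not analysed here.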

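The authors' table lists 4587 circRNAs. Of these, 3807 are classed as exonic, 520 as intronic (named ciRNA) and 260 as intergenic, and the exonic and intronic ones name 2411 host genes. Most were found in a single library. There were 3437 circRNAs (74.9%) with reads in 1 library, 610 in 2, 245 in 3, 127 in 4, 81 in 5 and 87 in all 6. A total of 1882 circRNAs rested on 1 read over all libraries, and 3480 on at most 3 reads. Reads were present in both groups for 864 circRNAs, in BCNC rats only for 1801 and in control rats only for 1922. The number of circRNAs found per library was 1102 ± 59.9 (SD, n = 3) in the BCNC group and 1174 ± 81.1 (SD, n = 3) in the control group, a difference within the spread between rats (exact permutation test, 2-sided, p = 0.2). The summed SRPBM was 21385 ± 2677 (SD, n = 3) in the BCNC group and 22918 ± 1719 (SD, n = 3) in the control group (exact permutation test, 2-sided, p = 0.5). Intronic circRNAs took 12.9% ± 3.84 (SD, n = 3) of the circRNA reads in the BCNC group and 11.4% ± 0.23 (SD, n = 3) in the control group (exact permutation test, 2-sided, p = 0.7).

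**Figure D1:**
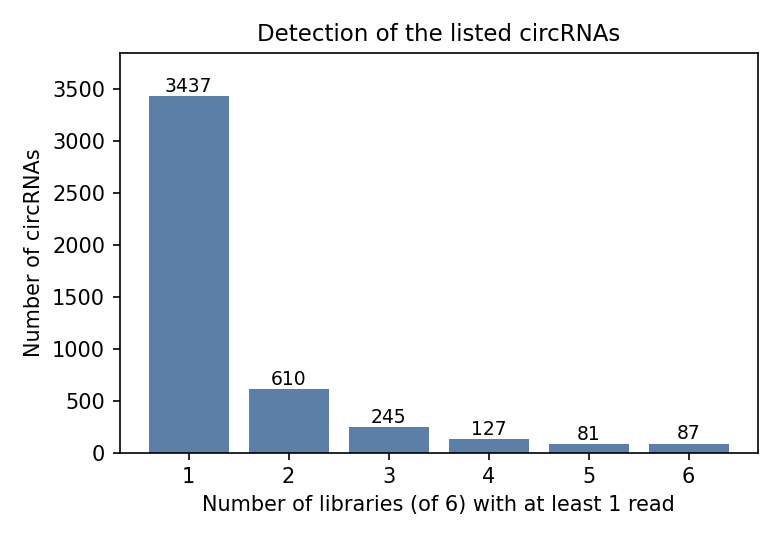
Number of listed circRNAs (vertical axis) by the number of the 6 libraries in which each had at least 1 read (horizontal axis). The bar for a single library holds 3437 circRNAs and the bar for all 6 libraries holds 87.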

RNA transcriptome sequencing showed that 4,587 circRNAs, 762 miRNAs, and 21,661 mRNAs were dysregulated in the BCNC group. We also screened 20 differentially expressed circRNAs (eight upregulated and twelve downregulated circRNAs) and 1,908 DEmRNAs among which 1605 were up-regulated and 303 were down-regulated in rats; 36 DEmiRNAs (24 up-regulated and 12 down-regulated miRNAs) with P ≤ 0.1. 

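Of the 540 circRNAs tested, 20 reached the study's threshold, 7 of them higher and 13 lower in the BCNC group. None had an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, where the smallest was 0.0809, and 28 had an unadjusted p under 0.05. Of the 20 calls, 12 are circRNAs of Table 2 and 8 are not. The other 8 circRNAs of Table 2 had reads in only 2 libraries, were not among the 540, and are reported from the same test with no filter on detection. With every listed circRNA tested in this way, 60 reached the threshold and 9 had an adjusted p under 0.05, of which 5 had all their reads in 1 library. All 20 circRNAs of Table 2 reached the study's threshold in the direction the table gives, 12 from the filtered fit and 8 from the fit with no filter, and all 20 had an adjusted p under 0.05 adjusted over the list alone. The study chose this list on the same libraries, so that count is not independent evidence. It also mixes p-values of both fits, and the fit with no filter gave almost no weight to each circRNA's own spread between rats. In that fit ciRNA351, with 13, 0 and 75 reads in BCNC rats 1, 2 and 3, had an unadjusted p of 2.99e-05 from edgeR's quasi-likelihood test. For circRNA2986, with 25, 22 and 20 reads, the same test gave 7.39e-05. The log2 fold change was between 1.84 and 4.04 for the 8 circRNAs listed as upregulated and between -3.96 and -1.47 for the 12 listed as downregulated. These values depend on the prior count of 2, because every one of the 20 had 0 reads in all 3 rats of one group. circRNA2986, an intergenic circRNA on chromosome 1 from 203279889 to 203317455, had 118 ± 4.09 SRPBM (SD, n = 3) in the BCNC group. It was at least 6.83-fold higher than the limit that 0 reads allow in the control group, with a log2 fold change of 3.52 (standard error 0.58, adjusted p = 0.0809 from edgeR's quasi-likelihood test). circRNA2982, an intergenic circRNA on the X chromosome from 119208336 to 119208618, had 85.4 ± 17.0 SRPBM (SD, n = 3) in the BCNC group, at least 4.95-fold higher than that limit. ciRNA85, an intronic circRNA of Abi3bp on chromosome 11 from 46270461 to 46271069, had 42.8 ± 11.2 SRPBM (SD, n = 3) in the control group, so it was at least 2.69-fold lower in the BCNC group. At the other end, circRNA1063, an exonic circRNA of Lrig2 on chromosome 2 from 206956638 to 206976810, had 18.5 ± 4.31 SRPBM (SD, n = 3) in the control group. It had 2, 4 and 4 reads in control rats 1, 2 and 3. Its mean was 1.16 times the limit that 0 reads allow in the BCNC group, within the spread between rats, so no lower bound is given for it. With any single rat left out, between 18 and 20 of the 20 circRNAs were at the threshold in that direction. With DESeq2 it was 12 of the 20, with the replicate number as a block 17, and with circRNAs within 5 bases merged 17. The paper took the circRNAs past its threshold as differentially expressed and carried these 20 forward.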

Figure 2a, b, and c showed heat maps of DEcircRNAs, DEmiRNAs, and DEmRNAs between the model group and the control group. 

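In the authors' deposited table, 3723 of the 4587 circRNAs have an infinite log2 fold change, because one group has 0 reads in every library. The same table marks 20 circRNAs as significant, 8 up and 12 down, and all 20 have an infinite log2 fold change. Their p-values in the authors' deposited table run from 9e-05 to 0.0452, and the smallest q-value in it is 0.104. The q-value in the authors' deposited table is 1 for 14 of the 20. The smallest p in the authors' deposited table among circRNAs with reads in both groups is 0.066. In the counts themselves, 27 circRNAs had reads in all 3 rats of one group and in no rat of the other, 10 of them in the BCNC group and 17 in the control group, and 12 of the 27 are in Table 2. Requiring at least 2 reads in each rat of the group left 13.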

Supplementary figure 1a, b, c showed a volcanic map of DE genes.

**Figure 2.**
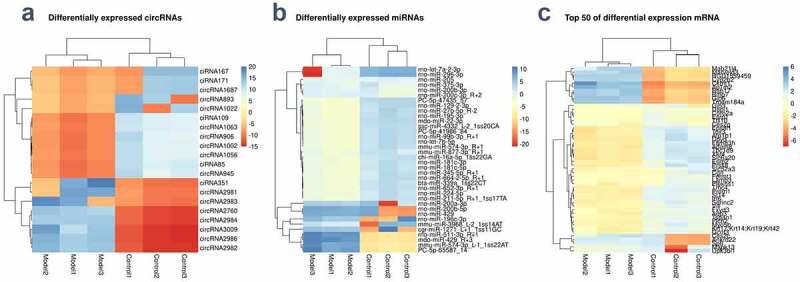
**Differential expression of RNAs** (a-c) The differences of circRNAs, miRNAs, and mRNA between the BNCI group and the normal control group were shown by heat map. High expression is shown in red and low expression in green

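The 20 circRNAs had between 10 and 95 reads over the 6 libraries, with a median of 18.5, and 12 of them had at most 20 reads. Reads were present in all 3 rats of one group for 12 circRNAs and in 2 rats of one group for the other 8. circRNA3009 had 7, 72 and 16 reads in BCNC rats 1, 2 and 3, so BCNC rat 2 carried most of its mean of 169 ± 185 SRPBM (SD, n = 3). ciRNA351, an intronic circRNA of Myom2, had 13, 0 and 75 reads in BCNC rats 1, 2 and 3. ciRNA167, an intronic circRNA of Ibtk on chromosome 8 from 93334030 to 93350656, had 0, 41 and 47 reads in control rats 1, 2 and 3. The spread between rats was narrower for circRNA2986, with 25, 22 and 20 reads in BCNC rats 1, 2 and 3. circRNA1056, an exonic circRNA of Slc41a2 on chromosome 7 from 26522315 to 26526603, had 4, 3 and 3 reads in control rats 1, 2 and 3, at or next to the limit that 0 reads allow.

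**Figure D2:**
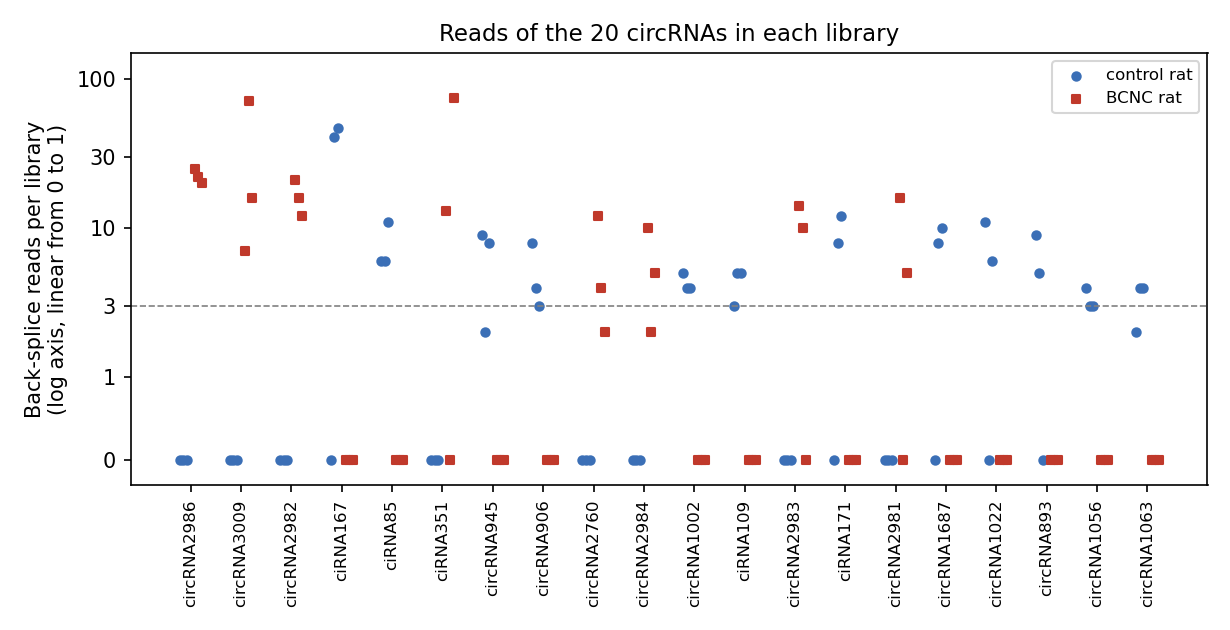
Back-splice reads (vertical axis, log scale with a linear step from 0 to 1) of the 20 circRNAs of Table 2 (horizontal axis) in each of 3 control rats (circles) and 3 BCNC rats (squares), with a dashed line at the 3 reads that a count of 0 allows. Each of the 20 has 0 reads in all 3 rats of one group, and 12 have reads in all 3 rats of the other.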

### Validation of DEcircRNA by RT-qPCR

To further ascertain circRNAs associated with CNI-ED, the 20 dysregulated circRNA were chosen for validation using RT-qPCR. As shown in Figure 3, several differentially expressed circRNAs were identified via RT-qPCR, including ciRNA351, circRNA2981, circRNA2982, circRNA2983, circRNA2984, circRNA2986, circRNA3009 were further overexpressed in the model group. On the contrary, circRNA945, circRNA1063, ciRNA109, ciRNA171 were downregulated in the BCNC group. However, the remaining nine circRNAs did not show significant differential expression, detected using RT-qPCR.

**Figure 3.**
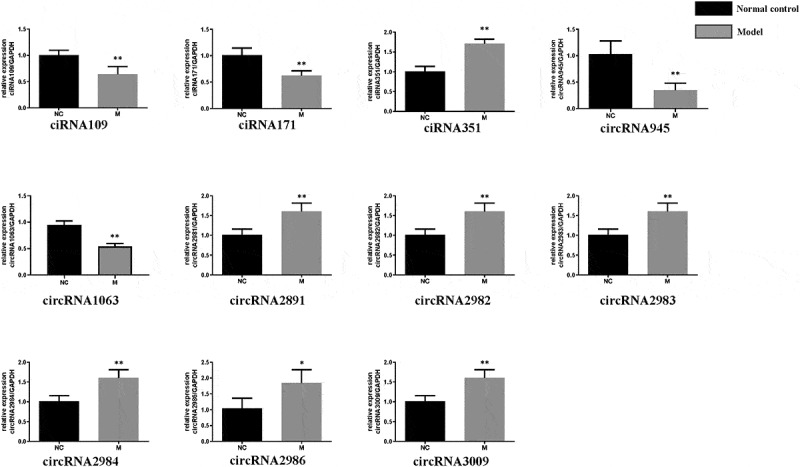
**Validation of circRNA by RT-qPCR**: Relative expression levels of differentially expressed circRNAs in model group and normal group. Mean ± SD, n = 3; The two-tailed Student t-test was used to assess statistical significance: *P < 0.05 and **P < 0.01 represent differential expression between the model group and normal group

### Prediction of interactions between circRNAs, miRNAs, and mRNAs

To determine whether the previously selected differential circRNAs play a similar role in CNI-ED and predict their target miRNAs, the online database CircInteractome was used. We then obtained overlapping miRNAsby intersecting predicted and detected miRNAs (Figure 4a). 

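The circRNAs entering the network were circRNA2981, circRNA2982, circRNA2983, circRNA2984, circRNA2986, circRNA3009 and ciRNA351, listed as upregulated, and circRNA945, ciRNA109 and ciRNA171, listed as downregulated. In the authors' annotation 7 of these 10 are intergenic and 3 are intronic, and none is exonic. Reads were present in all 3 rats of one group for 6 of the 10 and in 2 rats for 4. circRNA2982 and circRNA2983 share their start on the X chromosome, and circRNA2983 ends at 119213196. circRNA2983 had 14, 10 and 0 reads in BCNC rats 1, 2 and 3 and a log2 fold change of 2.25 (standard error 0.75) from edgeR's quasi-likelihood test with no filter on detection. circRNA2984, on the X chromosome from 137706330 to 137733342, had 10, 2 and 5 reads in BCNC rats 1, 2 and 3. By its mean of 29.4 ± 19.2 SRPBM (SD, n = 3) it was at least 1.70-fold higher than the limit in the control group. BCNC rat 2 had 2 reads, under the limit, so this fold lies within the spread between rats. circRNA2981, on the X chromosome from 109996163 to 110063748, had 16, 0 and 5 reads in BCNC rats 1, 2 and 3. Its log2 fold change fell from 2.06 to 1.24 without BCNC rat 1, and it no longer reached the study's threshold (unadjusted p = 0.133 from edgeR's quasi-likelihood test). ciRNA171 missed it without control rat 3 (log2 fold change -1.64, unadjusted p = 0.0513 from the same edgeR test). Without BCNC rat 3 the log2 fold change of ciRNA351 fell from 4.01 to 1.98, still at the threshold. With DESeq2, circRNA2981, circRNA2983, ciRNA171 and ciRNA351 missed it. ciRNA109, an intronic circRNA of Kcnk2 on chromosome 13 from 107733302 to 107772361, had 24.2 ± 3.49 SRPBM (SD, n = 3) in the control group and was at least 1.52-fold lower in the BCNC group. circRNA945, on chromosome 17 from 19160994 to 19225009, had 37.4 ± 25.3 SRPBM (SD, n = 3) in the control group. By that mean it was at least 2.35-fold lower in the BCNC group, but control rat 2 had 2 reads, under the limit. ciRNA171, an intronic circRNA of RT1-CE4 on chromosome 20 from 4789931 to 4893922, had 0, 8 and 12 reads in control rats 1, 2 and 3. RT1-CE4 belongs to a family of closely related genes. Whether the authors' mapping split its reads among them was not tested, so these reads stay uncertain.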

Ultimately, 23 circRNA‐miRNA interactions were established, including ten circRNAs (seven upregulated and three downregulated) and six miRNAs (five upregulated and one downregulated miRNAs). TargetScan and miRWalk 3.0 were used to predict the mRNAs that miRNA might bind to, and the overlapping mRNAs were obtained by intersecting these DEmRNAs. These 227 mRNAs (Figure 4b) may play an important role in CNI-ED.

**Figure 4.**
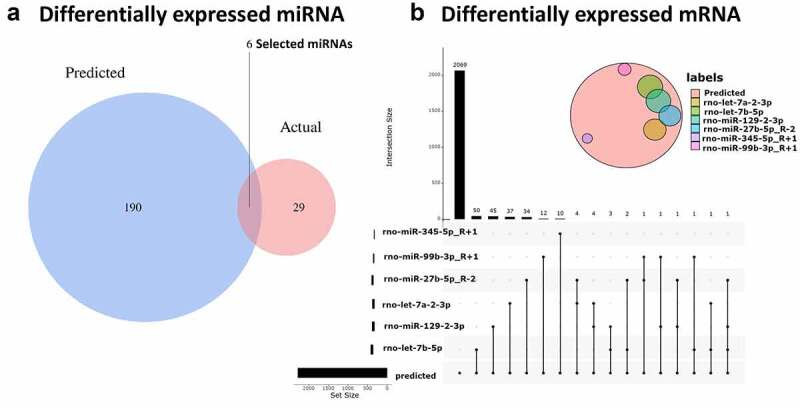
**The connections between circRNA, miRNA and mRNA** (a) Blue represents miRNAs that are capable of spongy circRNAs predicted by CircInteractome, red represents the differential miRNAs obtained by RNA sequencing (p ≤ 0.1), and the overlaps represent the differentially expressed miRNAs that we ultimately need. (b) The red circle represents the predicted mRNA that can target all miRNAs, and the other colored circles represent the intersection of each miRNA’s predicted and actual sequencing results. Finally, we obtained 50 target genes of rno-let-7b-5p, 45 target genes of rno-miR-129-2-3p, 37 target genes of rno-let-7a-2-3p, 34 target genes of rno-miR-27b-5p_R-2, 12 target genes of rno-miR-99b-3p_R + 1, and 12 target genes of rno-miR-345-5p_R + 1

### Construction of ceRNA networks of circRNAs

In this study, we established a ceRNA networks of circRNAs showing the upregulated (Figure 5a) and downregulated (Figure 5b) circRNAs, to reveal the underlying relationship between between circRNAs, miRNAs, and mRNAs. This network contained ten circRNAs, six miRNAs, and 227 mRNAs, including 23 circRNA-miRNA pairs and 227 miRNA-mRNA pairs.

**Figure 5.**
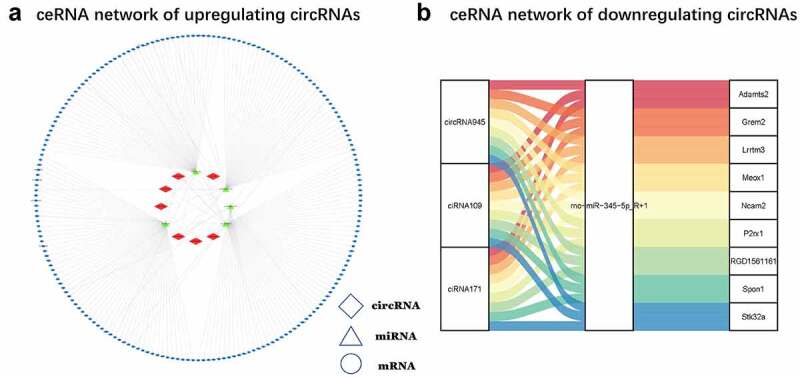
**ceRNA network** (a) Upregulated circRNA ceRNA network. The red diamonds stand for upregulated circRNAs, the green triangles represent down-regulated miRNAs, and the blue ovals denote upregulated miRNAs. (b) Down-regulated circRNA ceRNA networks in CNI-ED

### Go and KEGG analysis of mRNAs in the ceRNA network

We performed KEGG and GO analysis of 227 DEmRNAs obtained. The top 20, 15, and ten most meaningful GO terms in biological processes(BP), cellular component(CC), and molecular function(MF) are shown in Figure 6a. GO analysis results showed that DEmRNAs mainly participated in oxidation-reduction processes, multicellular organism development, signal transduction, lipid metabolis, apoptosis, proteolysis, intracellular signal transduction, protein binding, metal ion binding, ATP binding.

**Figure 6.**
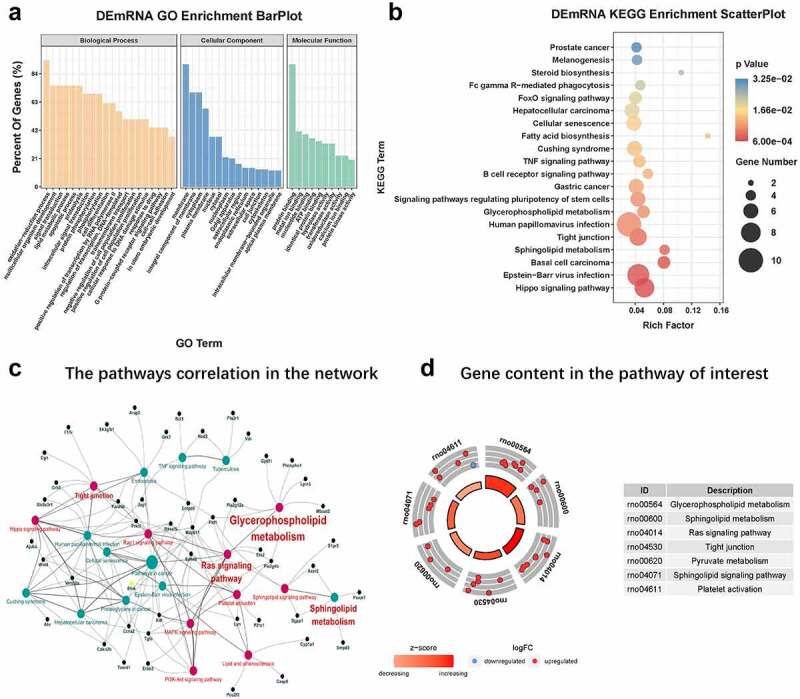
**GO and KEGG analysis** (a) The top 20, 15, and ten most meaningful GO terms in BP, CC, and MF in CNI-ED. orange bars represent MF terms. Blue bars represent CC terms. Light green bars represent BP. (b) Pathway prediction of KEGG analysis. The larger the circle, the greater the number of enriched genes. The redder the color, the higher the significance of enrichment pathway. (c) The pathways correlation in the ceRNA network. Red circles represent pathways associated with energy metabolism, and the black circles represent the genes associated with these pathways. (d) The number of genes contained in each pathway of interest. A circle represents a gene, red up and blue down

According to the KEGG analysis, the main KEGG categories included genetic information processing metabolism, hippo signaling pathway (ID:rno04390), glycerophospholipid metabolism (ID: rno00564), sphingolipid metabolism (ID: rno00600), tight junctions (ID: rno04530), signaling pathways regulating stem cell pluripotency (ID:rno04550), fatty acid biosynthesis (ID:rno00061), and cellular senescence (ID:rno04218), which were significantly (p ≤ 0.01) enriched (Figure 6b). The pathways correlation in the network is shown in Figure 6c. The number of genes contained in each pathway of interest are shown in Figure 6d.

### PPI network analysis of mRNAs in ceRNA network

A total of 134 mRNAs were found to interact and 332 protein pairs were included in the PPI network (Figure 7a). The number of relative pairs per protein are shown in Figure 7b. The results suggested that Ccna2, Cxcl10, Pld1, Mapk11, and Mboat2 might be the core genes of the regulatory network.

**Figure 7.**
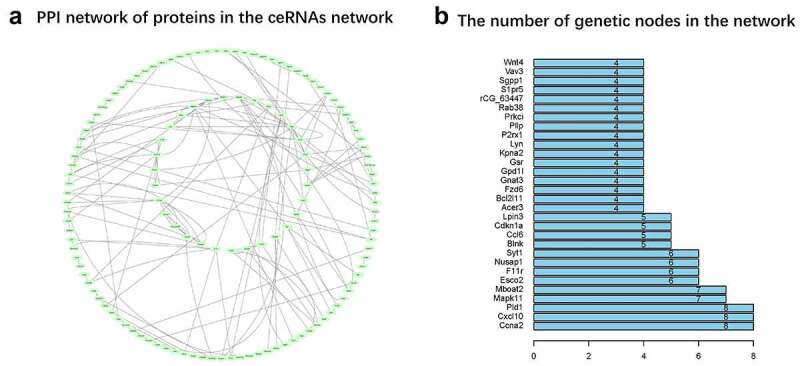
**PPI network** (a) The network is generated by String and the graph is generated by Cytoscope. The pale green oval represents an mRNA, and the lines represent a connection between the two mRNAs. (b) Nodes rank top 30 mRNAs in the network

### The ability of DE circRNAs encoding protein and the conservation of DE circRNAs

Significant differentially expressed circRNAs were screened using circRNADb [23], revealing 12 circRNAs with internal ribosomal entry sites and open reading frames, suggesting that they might code proteins, and we also found that three circRNAs were conserved in humans and rats (Table 2).

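The coordinates of all 20 circRNAs in Table 2 are those of the authors' annotation, in which neither the table of counts nor the paper's text names the genome build. By that annotation 7 of the 20 are exonic, 5 intronic and 8 intergenic. They span from 261 bases (circRNA1022, an exonic circRNA of Col1a1 on chromosome 10 from 82760353 to 82760613) to 103992 bases (ciRNA171). circRNA2760 and circRNA1002 are both exonic circRNAs of Kmt2e with 5 exons on chromosome 4. They end at the same base, 8242710, and start at 8223840 and 8223841. circRNA2760 had 12, 4 and 2 reads in BCNC rats 1, 2 and 3 and none in control rats, and circRNA1002 had 5, 4 and 4 reads in control rats 1, 2 and 3 and none in BCNC rats. With the reads of both added together, the log2 fold change was 0.14 (standard error 0.61, unadjusted p = 0.827 from edgeR's quasi-likelihood test). circRNA893, an exonic circRNA of Snrk on chromosome 8 from 130762666 to 130768360, had 9, 5 and 0 reads in control rats 1, 2 and 3. Another listed circRNA of Snrk, circRNA2369, has the same end and starts at 130762665, and had 0, 0 and 1 reads in the control rats and 8, 0 and 3 in the BCNC rats. Added together, they had a log2 fold change of -0.54 (standard error 0.82, unadjusted p = 0.523 from the same edgeR test). circRNA1687, an exonic circRNA of Plscr1 on chromosome 8 from 99640888 to 99717000, had 0, 8 and 10 reads in control rats 1, 2 and 3. The third circRNA that Table 2 marks as conserved, circRNA1063, has 10 exons.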

**Table 2.** The ability of DE circRNAs encoding protein and the conservation

circRNA name	strand	chr	start	end	regulation	IREScount	ORFcount	conservation
circRNA2986	+	chr1	203279889	203317455	up	0	0	NO
circRNA3009	-	chr7	143274109	143324536	up	Not found in the website		
circRNA2982	-	X	119208336	119208618	up	4	2	NO
ciRNA167	-	chr8	93334030	93350656	down	10	7	NO
ciRNA85	-	chr11	46270461	46271069	down	10	3	NO
ciRNA351	-	chr16	79659797	79667893	up	1	4	NO
circRNA945	+	chr17	19160994	19225009	down	0	0	NO
circRNA906	+	chr1	99510577	99533851	down	Not found in the website		
circRNA2760	-	chr4	8223840	8242710	up	7	8	YES
circRNA2984	-	X	137706330	137733342	up	Not found in the website		
circRNA1002	-	chr4	8223841	8242710	down	7	8	YES
ciRNA109	-	chr13	107733302	107772361	down	9	10	NO
circRNA2983	-	X	119208336	119213196	up	0	0	NO
ciRNA171	-	chr20	4789931	4893922	down	Not found in the website		
circRNA2981	+	X	109996163	110063748	up	0	0	NO
circRNA1687	+	chr8	99640888	99717000	down	14	8	NO
circRNA1022	-	chr10	82760353	82760613	down	1	1	NO
circRNA893	+	chr8	130762666	130768360	down	13	8	NO
circRNA1056	+	chr7	26522315	26526603	down	6	6	NO
circRNA1063	-	chr2	206956638	206976810	down	2	15	YES

## Discussion

For the current study, we aimed to explore the roles of circRNAs of CNI-ED. Therefore, the expression level of RNA in CNI-ED was determined by second-generation high-throughput sequencing. Whole transcriptome sequencing showed that 4,587 circRNAs, 762 miRNA, and 21,661 mRNAs were dysregulated in the BCNC group. Twenty circRNAs with significant differences were verified by PT-qPCR. We identified eleven circRNAs that were significantly different between the normal control group and the model group by qPCR. Finally, circRNA945, ciRNA109, ciRNA171, circRNA2981, circRNA2984, circRNA2986, circRNA3009, ciRNA351, circRNA2982, and circRNA2983 were selected to construct the ceRNA network of circRNAs to predict their functions.

ED is the most common long-term complication after RP [4]. Currently, PDE-5 inhibitors are mainly used in the treatment of CNI-ED, but clinical studies have shown that sildenafil is not efficient in the treatment of CNI-ED, being effective in only 35% of patients [24]. The possible reason is that a series of complex pathophyseologic changes such as cavernosum fibrosis and cavernosum smooth muscle atrophy occurred after the loss of nerve control in the penis [2,5–7]. Therefore, it is of great practical significance to find a new treatment regime for CNI-ED.

Erectile function is regulated by the diastolic and contractile functions of corpus cavernous smooth muscle cells (CCSMCs). After the loss of innervation of the cavernous body in patients with CNI-ED, CCSMCs gradually deteriorate, mainly manifested as increased intracellular muscle protein degradation, significantly reduced muscle content, inhibited cell proliferation, and apoptosis [25–27], which eventually leads to ED.

CircRNAs are a new kind of endogenous non-coding RNAs, produced via head-to-tail backsplicing of one or more exons [11]. There is growing evidence that circRNAs play an important role in biological functions by acting as miRNA sponges [10]. A growing body of research shows that circRNAs are rich in species, stable in structure and conserved in sequence. Also, an increasing number of reports have shown that circRNAs affected RNA translation and expression by competitively binding miRNAs. CircRNAs can also regulate mRNA expression. In recent years, with the development of second-generation high-throughput RNA sequencing technology, many new circRNAs and their new functions have been discovered, such as adsorbing and regulating miRNA activity as miRNA sponges, binding to transcriptional regulatory elements or interacting with proteins to regulate gene transcription and translation [28–30]. For example, circRNA-HRCR regulates the progression of heart failure by targeting miRNA-233 [31], and the down-regulation of circRNA-DMNT3B leads to the occurrence of diabetic eye disease by targeting miRNA-20b-5p [14]. In addition, Guo et al. found the protective effect of RNA3503 on osteoarthritis by overexpressing the circRNA3503 in the extracellular vesicles of synovival mesmesymal stem cells [32].Existing research has also shown that circRNAs play a crucial role in muscle atrophy [33]; however, direct evidence about circRNAs in CNI-ED is still absent.

We performed GO analysis for mRNAs in the network, and the results showed that they were enriched mainly in oxidation-reduction processes, multicellular organism development, signal transduction, lipid metabolism, apoptosis, and proteolysis. These results suggested that energy metabolism, proteolysis, and apoptosis play important roles in the network of circRNAs regulating CNI-ED. Furthermore, KEGG pathway enrichment analysis showed that the mRNA in the ceRNA network of circRNAs was mainly concentrated in the hippo signaling pathway, glycerophospholipid metabolism, sphingolipid metabolism, tight junctions, signaling pathways regulating stem cell pluripotency, fatty acid biosynthesis, and cellular senescence. After cavernous nerve injury, a series of pathophysiological reactions, such as penile ischemia and hypoxia, cell phenotype transformation, increased apoptosis, and cavernous tissue fibrosis occur gradually due to the weakened stimulation of the muscle [5]. Furthermore, circRNAs may cause abnormalities in the energy metabolism through miRNA sponging and eventually lead to the occurrence of ED. This could be a potential treatment for CNI-ED.

Abnormal energy metabolism is closely related to the occurrence of various diseases. Mitochondria are the energy factories of cells, but their role in ED nerve injury is still unclear. We previously found that the PI3K/Akt pathway is affected in CCSMCs induced by hypoxia [34]. Hence, whether circRNAs affect the mitochondrial function in CCSMCs through the regulation of PI3K/Akt pathway and lead to the occurrence of ED still warrants further research.

*Cxcl10* is one of the hub genes in the ceRNA network of circRNAs established here, and KEGG analysis showed that *Cxcl10* regulates a variety of energy metabolism processes, such as glycerophospholipid metabolism, Ras signaling pathway, etc. Interestingly, we found that *Cxcl10* induces mitochondrial dysfunction of pancreatic cells, then leads to energy metabolism disorders, finally leading to apoptosis [35]. Recent studies have shown that miRNA-27b-5p targets *Cxcl10* to regulate its effects [36]. Another study suggested that miRNA-27b regulates mitochondrial production in the myocardium [37], while in the present study, miRNA-27b-5p expression was downregulated and *Cxcl10* expression was upregulated; therefore, *Cxcl10* may be regulated by miRNA-27b-5p in CNI-ED. The analysis using the Circular RNA Interactome database showed that the upregulated circRNA2981, circRNA2984, circRNA3986, and circ3009 were likely to be sponges of miRNA-27b-5p. Therefore, circRNAs may cause mitochondrial dysfunction of CCSMCs by targeting *Cxcl10* through sponging miRNA-27b-5p, and ultimately leading to ED.

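circRNA3986 is listed as an exonic circRNA of Coro2b with 4 exons, on chromosome 8 from 67385245 to 67388736. It had 2 reads in BCNC rat 3 and none in the other 5 libraries. Both groups are therefore at or under the 3 reads that a count of 0 allows, and no fold change is given for it. It is not among the 20 circRNAs of Table 2 or the 10 of the network, which both hold circRNA2986, with 25, 22 and 20 reads in BCNC rats 1, 2 and 3. Whether the name stands for circRNA2986 was not settled.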

The mTOR signaling pathway plays a crucial role in muscle atrophy [38]. Existing evidence proves that phospholipase D (PLD), through its product phosphatidic acid combined with mTOR, plays the most useful role and ultimately stimulates the mTOR signaling pathway [39]. PLD1, as the well-known member of the PLD family, has been widely studied. Rami Jaafar found that PLD1 can simultaneously activate mTORC1 and mTORC2 which can reverse muscle atrophy and have a positive effect on muscle nutrition. In our sequencing results, the expression of *Pld1* was increased, which may indicate that PLD1 also plays a protective role in CNI-ED. We used TargetScan and miRanda to conduct miRNA-mRNA interaction analysis, looking for miRNAs that might competitively bind to PLD1, and the results showed miRNA-let-7a and miRNA-129-2-3p as candidates. We then used the Circular RNA Interactome database to look for circRNAs that were likely to sponge miRNA-let-7a and miRNA-129-2-3p. Finally we found that ciRNA351, circRNA2981, circRNA2982, circRNA2983, circRNA2986, and circRNA3009 may be involved in the regulation of *Pld1*.

There are still several shortcomings in our study. Although circRNAs are highly conserved among species, the differentially expressed circRNAs discovered via sequencing still need to be confirmed in human tissues. In addition, the relationship between circRNAs/miRNAs/mRNAs predicted by the software has not been further verified via experiments. Besides, the model we used was a CNI-ED rat model; therefore, the expression of circRNAs in patients with ED is still unknown.

## Conclusions

In a nutshell, the circRNAs with significantly different expressions were comprehensively analyzed and a circRNAs centered CERNA network was constructed. Three circRNAs with the ability to encode proteins were discovered. We identified *Ccna2, Cxcl10, Pld1, Mapk11* and *Mboat2* as potential therapeutic targets for CNI-ED. Our research on circular RNA represents a new insight into ED caused by nerve injury. However, further experiments are still needed to verify the relationships among circRNAs, miRNAs and mRNAs in the circRNA network.

## Supplementary Material

Supplemental Material Click here for additional data file.

## Data Availability

The raw data supporting the conclusions of this article will be made available by the authors, without undue reservation. The sequencing results have been uploaded to the GEO database: GSE176099 study at:https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE176099

# Supplementary material for: Whole-transcriptome analysis of rat cavernosum and identification of circRNA-miRNA-mRNA networks to investigate nerve injury erectile dysfunction pathogenesis
**Source:** Bioengineered. 2021 Sep 14;12(1):6516–28. doi: 10.1080/21655979.2021.1973863
**Supplement:** Supplemental Material

**Figure supplement**
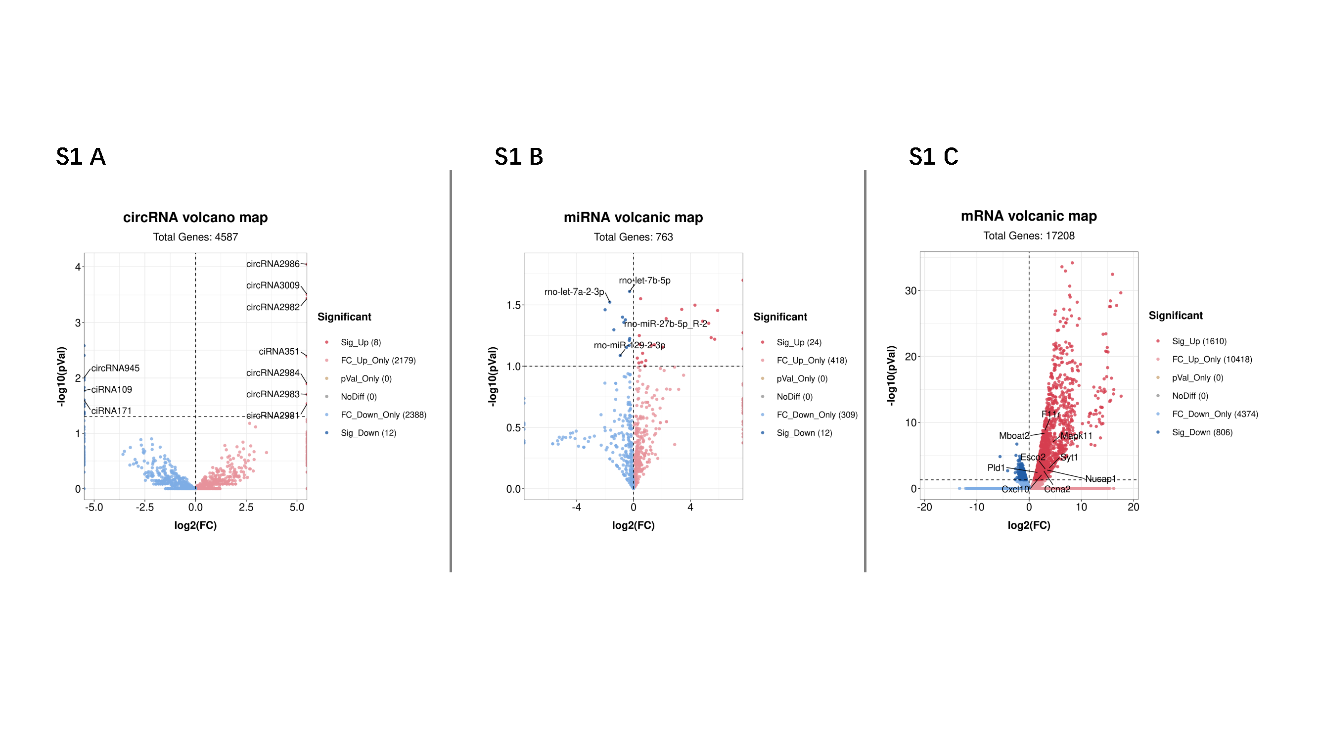
 **1:** (A-C) CircRNAs,miRNA,mRNA volcanic map in sequencing results. In the volcano plots, blue means down, red means up

How the deposited data were processed for this re-analysis (not part of the article)

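Cavernous tissue of 3 BCNC rats and 3 control rats, taken 28 days after surgery, was sequenced, and the authors deposited one table of 4587 circRNAs. Each library's condition and replicate number was taken from the labels of the samples and from the names of the columns, and all 6 libraries were used. The authors' table gives, for each circRNA and library, a count of back-splice reads without normalization. It also gives the signal in spliced reads per 1000000000 mapped reads (SRPBM), which the authors normalized by dividing the counts by one denominator per library. These denominators share a divisor of 150 and need not be numbers of mapped reads, so only their ratios are used. Beside these, the authors deposited their own comparison of the groups, with a log2 fold change, a p-value and a q-value for each circRNA. The paper's methods name a lima package for the comparison, read here as limma. The paper's text does not name the program that called the circRNAs, the aligner or the genome build. Coordinates, circRNA classes and host genes are given as the authors' table gives them, and no reference genome was used. The miRNA and mRNA data were not analysed here.

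Between 3604 and 4627 circRNA reads were counted per library. A count of 0 allows up to 3 reads, which is between 14.7 and 20.4 SRPBM depending on the library, or 0.0648% to 0.0832% of its circRNA reads. Reads without molecular identifiers are not independent molecules, so this limit covers counting error only. A fold against a group with 0 reads in every rat was computed from the other group's mean against this limit. It is a lower bound for that mean only and leaves out the spread between rats.

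The counts were tested with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest, TMM normalization, prior count 2) on the 540 circRNAs with reads in at least 3 of the 6 libraries, with library sizes summed over all listed circRNAs and Benjamini-Hochberg adjustment. The standard error of a log2 fold change is the log2 fold change divided by the square root of its F statistic. Circular RNAs of Table 2 that the filter removed were taken from the same fit with no filter. The study's screening rule, an unadjusted p at or under 0.05 and an absolute log2 fold change above 1, was applied to these fits. The common dispersion was 0.903, a coefficient of variation of 0.95 between rats. With no filter, with the replicate block and without control rat 1, p-values came out close to those of a normal distribution. Fits of that kind gave almost no weight to each circRNA's own spread between rats. Values per library were compared with exact permutation tests in scipy 1.17.1.

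The edgeR step was tested on simulated data. Counts were drawn for 540 circRNAs from the real means, library sizes and dispersion, with 200 circRNAs changed by a log2 fold change of 2 or 3 in either direction. At the real depth, the 536 with any simulated read were tested, without the filter on detection. Of the changed circRNAs, 90% had the right direction, 31.5% reached the study's threshold and 0% had an adjusted p under 0.05. Of the unchanged ones, 2.68% reached the study's threshold. Without regard to sign, the median of estimated over true log2 fold change was 0.419 over all changed circRNAs. So fitted values at this depth mostly came out smaller in size than the true ones. Whether this also holds for values picked because they reached the threshold was not examined. With 100 times the depth and a dispersion of 0.05, 100% of the changed circRNAs were recovered and 0% of the unchanged ones reached the threshold.

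The alternatives fixed before the data were examined were no filter, reads in at least 4 libraries, circRNAs with both ends within 5 bases merged, the replicate number as a block, DESeq2 1.42.0 with its size factors and Wald test, no scaling beyond the summed counts, limma 3.58.1 on log2 CPM values, leaving out each rat in turn, and for the values per library a minimum of 2 libraries, the 10 highest circRNAs left out and thinning to the smallest library. Alternatives fixed for normalized values were not run, because the table holds counts. Library sizes from the SRPBM denominators, leaving out the second numbering series, and the summed SRPBM were added after the data were seen. The circRNAs to be named were also fixed beforehand: those of Tables 1 and 2, those within 5 bases of one of these, up to 3 further calls in each direction whose groups did not overlap, the 5 with the highest mean, and those hosted by the 5 hub genes the paper names. Any other circRNA named was chosen after its values were seen.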

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

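The edgeR, DESeq2 and limma fits in this part were fixed before the data were examined, and the count over splits before its values were seen. The other tests, on circRNAs that share a start on the X chromosome, were chosen after the values were seen. The paper discusses the 20 circRNAs of Table 2, and 8 other circRNAs reached the study's threshold, 2 of them higher and 6 lower in the BCNC group. ciRNA89, an intronic circRNA of Hbb-bs, had 2, 2 and 2 reads in control rats 1, 2 and 3 and none in BCNC rats, with an adjusted p of 0.745 from edgeR's quasi-likelihood test. circRNA657 of Mbnl1 had 3, 1 and 3 reads and circRNA457 of Cdk5rap2 had 2, 1 and 4 reads in control rats 1, 2 and 3, also with 0 reads in every BCNC rat. These counts lie at or next to the 3 reads that a count of 0 allows, and no fold change is given for them. circRNA980, an intergenic circRNA named here after its values were seen, had reads in all 6 libraries, 6, 11 and 8 in control rats 1, 2 and 3 and 3, 3 and 2 in BCNC rats 1, 2 and 3, with a log2 fold change of -1.29 and an adjusted p of 0.902 from the same test. The total of 20 calls does not stand apart from other groupings of these rats. Of the 10 splits of the 6 libraries into 3 and 3, 3 gave at least 20 calls, and the 9 other splits gave from 11 to 27. With 10 splits the share cannot fall under 0.1, so chance and an effect of nerve injury cannot be told apart for the number of calls.

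circRNA2584, an exonic circRNA of Cdkal1 on chromosome 17 from 36602134 to 36627167, was higher in the BCNC group with a log2 fold change of 1.18 (standard error 0.48), a value that depends on the prior count of 2. It had 2, 5 and 1 reads in BCNC rats 1, 2 and 3 and none in control rats. circRNA1049 has the same end, starts at 36602135, and had 2 reads in control rat 1 only. With both listings merged, the log2 fold change was 0.71 and the study's threshold was no longer reached, so one junction listed under 2 starts is a candidate explanation for part of the difference. The threshold was also missed with no filter, with the replicate block, with DESeq2 and in 4 of the 6 fits with one rat left out, so chance at low counts stays open.

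circRNA904, an intergenic circRNA on the X chromosome from 119208336 to 119223573, was higher in the BCNC group with a log2 fold change of 1.92 (standard error 0.84, adjusted p = 0.849 from edgeR's quasi-likelihood test). It had 14, 16 and 11 reads in BCNC rats 1, 2 and 3 and 5, 0 and 0 in control rats 1, 2 and 3. Without control rat 1, which held all the control reads, the log2 fold change was 2.93 (adjusted p = 0.0371 from edgeR's quasi-likelihood test). That fold change depends on the prior count, as the control rats left had 0 reads. The fit without control rat 1 also gave almost no weight to each circRNA's own spread between rats. Over the 6 fits with one rat left out the log2 fold change ran from 1.58 to 2.93. In the other 5 of these fits and with DESeq2 its p rose above the study's threshold. It was at the threshold with no filter, with reads in at least 4 libraries, with circRNAs within 5 bases merged, with the replicate block, with no scaling and with limma. It shares its start with 3 other circRNAs, of which circRNA2982 and circRNA2983 are in Table 2 and circRNA3524 had 2 reads in BCNC rat 2. Together the 4 circRNAs had 49, 44 and 23 reads in the BCNC rats and 5, 0 and 0 in the control rats (exact permutation test, 2-sided, p = 0.1, the smallest that 3 rats against 3 allow). A difference in library depth is argued against, since the mean SRPBM denominator, taken as proportional to depth, was 1.07 times as large in the BCNC group as in the control group, against 23.2 times for the summed reads of these circRNAs. Nerve injury, a variant carried by some of the rats and reads of related sequences elsewhere in the genome stay open, and none of these was tested.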

How the results depend on the processing

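The number of circRNAs with an adjusted p under 0.05 was 0 with all libraries and the filter on detection, where 28 had an unadjusted p under 0.05. It was 9 with no filter, 2 with DESeq2, and 3 with limma. The number at the study's threshold was 20, and became 60 with no filter, 3 with reads in at least 4 libraries, 12 with DESeq2 and 36 with limma. The stricter filter removed all 20 circRNAs of Table 2, each of which had reads in at most 3 libraries. For the other changes the cause was not tested. Merging circRNAs within 5 bases gave 19 and no scaling gave 21. Of the alternatives chosen after the data were seen, library sizes from the SRPBM denominators gave 20, and leaving out the second numbering series gave 10 among 381 circRNAs tested.

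With one rat left out, the number with an adjusted p under 0.05 ran from 0 to 5 and the number at the study's threshold from 16 to 25 across the 6 fits. The 5 came without control rat 1, and 1 each without BCNC rat 1 and without BCNC rat 3. Of the 20 circRNAs of Table 2, from 18 to 20 stayed at the threshold across these fits, and 12 under DESeq2, where the 8 found in only 2 rats did not reach it. With circRNAs within 5 bases merged, 17 did.

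The replicate numbers did not pair the rats. Deviations from the group means correlated between equal-numbered rats with r of 0.14, -0.00434 and -0.0435 across 540 circRNAs. With the replicate block, 3 circRNAs had an adjusted p under 0.05, 16 reached the study's threshold, and 17 of the 20 in Table 2 did.

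The log2 fold change of circRNA1002 changed sign to 0.14, and that of circRNA2369 to -0.54, once circRNAs within 5 bases were merged. For circRNA245 it was -0.16, against 0.0090 with DESeq2 and 0.12 with no scaling. With one rat left out it ran from -0.65 to 0.0658 for circRNA245, from -0.0054 to 0.0460 for ciRNA103, and from -5.06 to 6.34 for circRNA1779, whose reads lie almost wholly in control rat 2 and BCNC rat 3. The stricter filter gave the circRNAs of Table 2 no value of their own.

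The difference in summed counts, BCNC minus control, was -13.3 reads and became 75.0 without the 10 highest circRNAs. It ran from -228 to 284 reads with one rat left out. The difference in the intronic share was 1.44 percentage points, -0.0881 over circRNAs found in at least 2 libraries and -0.264 without the 10 highest, and ran from -0.617 to 3.19 with one rat left out. The difference in circRNAs found per library stayed negative, from -116 to -35.5 with one rat left out and -67.0 after thinning. No p in these comparisons was under 0.2. With one rat left out, 0.2 is the smallest p the exact permutation test can give, so those comparisons could not go lower. The number of circRNAs found reached it without control rat 2 and without BCNC rat 2. The intronic share reached it without BCNC rat 1. The count of circRNAs with reads in all of one group and none of the other was 27, and 13 where at least 2 reads per rat were required.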

Differences from the paper's values

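The paper describes the whole list of circRNAs as dysregulated in the BCNC group. Of the 4587 listed, 864 had reads in both groups. Of the 540 tested, 20 reached the study's threshold and 0 had an adjusted p under 0.05 from edgeR's quasi-likelihood test. With no filter on detection, the same test over all 4587 gave 60 at the threshold and 9 with an adjusted p under 0.05. Of those 9, 5 had all their reads in 1 library. With the replicate block, 3 of the 540 had an adjusted p under 0.05. This fit and the one with no filter gave almost no weight to each circRNA's own spread between rats.

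The paper calls the 20 circRNAs of Table 2 differentially expressed. It also measured all 20 by RT-qPCR, and reported a change for some and no significant difference for the others. These measurements were not analysed here. With the filter on detection, 12 of them were tested and called, and 8 were not tested. With no filter all 20 were called. limma, read here as the package the paper names, called 36 circRNAs with the filter, among them the 12, and called the other 8 when run without it. The 36 do not repeat the authors' comparison. Its log2 fold change is infinite for 3723 circRNAs, which limma on log2 CPM values with a prior count cannot give. DESeq2 without the filter did not call those 8. Of the 8, the paper's RT-qPCR found ciRNA351, circRNA2981, circRNA2983 and ciRNA171 changed in the listed direction. It found no significant difference for the rest of the 8.

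The paper lists circRNA2760 as upregulated and circRNA1002 as downregulated. Taken as one junction they had a log2 fold change of 0.14. The paper names circRNA3986 among upregulated circRNAs, and it had 2 reads in BCNC rat 3 and 0 in the other libraries. Table 2 and the network hold circRNA2986 and not circRNA3986. Whether circRNA2986 was meant was not settled, and if it was, this is a misprint and not a difference in the data. circRNA2986 had 25, 22 and 20 reads in BCNC rats 1, 2 and 3.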

Other observations

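In this part, the fits for named circRNAs, with or without merging, were fixed before the data were examined. The tests on minimum reads, on listings near those missing from BCNC rat 1 and on most splits were written before their results were seen. The other tests were written after. The circRNAs are numbered library by library. Within each library's numbers the identifiers run once through the chromosomes in a fixed order and then start over, which divides the table into a first series of 3760 circRNAs and a second series of 827. The series differ in kind. In the first, 55.3% of the 5392 non-zero counts are 1, against 1.67% of 1435 in the second, which also holds all 260 intergenic circRNAs. Of the 20 circRNAs in Table 2, which all have at least 10 reads, 19 belong to the second series, against 52.1% of the 374 circRNAs with at least 10 reads (Fisher's exact test, p = 3.4e-05). A minimum of 2 reads in the second series was tested as the reason. Among circRNAs with at least 10 reads, 25.1% of the second series had none in one group, against 1.68% of the first. Setting counts of 1 to 0 in the first series raised its share only to 4.61% (Fisher's exact test against the second series, p = 1.1e-07), which argues against that minimum as the whole cause. What made the series differ was not settled. No biological explanation was tested for it.

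The table holds 98 pairs of circRNAs with the same end and starts 1 base apart, and in 96 of them the members come from different series. Both members had reads in the same library only 5 times, against a mean of 48.5 when the libraries of one member were shuffled (permutation test with 100000 shuffles, one-sided, p = 1e-05, the smallest they can give). That argues against 2 splice sites 1 base apart that are both used in each rat. It is consistent with one junction listed under 2 start coordinates, with the coordinate set library by library. In 29 pairs one member had reads in BCNC rats only and the other in control rats only. circRNA2760 and circRNA1002 are such a pair, and Table 1 gives the same primers for both. Their summed reads were 12, 4 and 2 in BCNC rats 1, 2 and 3 and 5, 4 and 4 in control rats 1, 2 and 3, with an unadjusted p of 0.827, so one junction under 2 starts may account for their opposite directions.

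BCNC rat 1 lacked circRNAs that the other 5 libraries share. Among circRNAs with reads in the other 5 libraries and a mean there of at least 10, BCNC rat 1 had 0 reads for 9 of 16 in the second series and 1 of 10 in the first. In each of the other libraries at most 1 such circRNA was missing from a series. circRNA1007, for example, had 83, 101 and 135 reads in control rats 1, 2 and 3 and 0, 66 and 117 in BCNC rats 1, 2 and 3, and circRNA932 had 51, 53 and 69 against 0, 51 and 52. These 2 were chosen after their values were seen, circRNA1007 also being among the 5 highest. Lower depth is argued against, as BCNC rat 1 had the largest SRPBM denominator of the 6 libraries, 204118500, taken as proportional to depth. Control rat 1 had fewer circRNA reads, 3604 against 3821, and 0 such circRNAs missing. Reads listed under a nearby start or end are argued against too, since 0 of the 10 missing circRNAs had a listing within 5 bases with reads in BCNC rat 1. The share missing was higher in the second series than in the first (Fisher's exact test, p = 0.0367), which is consistent with a step that acted on that series, though the set was chosen for its zeros. A difference between this rat and the others stays open, as untested.

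ciRNA351 of Myom2, a gene of skeletal muscle, had reads in BCNC rats 1 and 3 only. A list of 25 skeletal muscle genes was written after ciRNA351 had been seen and before the reads on the list were summed, of which 5 host a listed circRNA, and only Myh4, with 13 circRNAs and 993 reads, and Myom2, with 1 and 88 reads, had more than 10 reads in all. The summed reads on the list without Myom2 were 2, 402 and 1 in control rats 1, 2 and 3 and 12, 11 and 578 in BCNC rats 1, 2 and 3. circRNA1779 of Myh4 alone had 323 of the 402 and 444 of the 578, and without it the sums were 2, 79 and 1 in the control rats and 12, 8 and 134 in the BCNC rats. Skeletal muscle RNA in some libraries is a candidate explanation that stays open, since control rat 2 had 402 such reads and no ciRNA351 read, and a single library excludes nothing. Whether the tissue itself expresses these genes was not tested. circRNA1707, classed as intergenic and so not counted in these sums, spans circRNA1779 on chromosome 10. It had 0, 40 and 0 reads in control rats 1, 2 and 3 and 14, 0 and 75 in BCNC rats 1, 2 and 3. In the BCNC rats this is close to the 13, 0 and 75 reads of ciRNA351, but control rat 2 again had reads. circRNA1707 was named after its values were seen.

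Other splits of the 6 libraries were set beside the real one. With no filter, 2 of the 10 splits gave at least the real split's 60 circRNAs at the study's threshold, and 1 of the 10, the real one, gave its 9 with an adjusted p under 0.05, where the others gave from 0 to 2. For circRNAs with reads in all of one group and none of the other, 3 of the 10 splits gave 27 or more. Within the second series, 15 circRNAs reached the study's threshold in the real split and from 4 to 11 in the others, so 1 of the 10 splits gave as many. None of these shares can fall under 0.1 with 10 splits, and the last count and the 9 were compared after they were seen. Of the 540 circRNAs tested, 45 (8.33%) had groups that did not overlap, where chance gives 10% without ties.

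Of the 5 hub genes the paper names, Pld1 hosts 4 listed circRNAs with 10 reads in all and Mboat2 hosts 3 with 10 reads in all, each found in 1 library, while Ccna2, Cxcl10 and Mapk11 host 0. Of the 5 circRNAs with the highest means, circRNA245 of Nfix had 1297 ± 123 SRPBM (SD, n = 3) in the control group and 1253 ± 716 (SD, n = 3) in the BCNC group, ciRNA103 of Ralgapa1 had 384 ± 39.4 and 409 ± 36.8, and circRNA990, which is intergenic, had 866 ± 35.1 and 218 ± 378, with 0, 0 and 114 reads in BCNC rats 1, 2 and 3. Without BCNC rat 3 the log2 fold change of circRNA990 went from -1.98 to -6.35. The latter value depends on the prior count, as the BCNC rats left had 0 reads. circRNA990 missed the study's threshold in the main fit (unadjusted p = 0.292 from edgeR's quasi-likelihood test). It reached the threshold without BCNC rat 3 (adjusted p = 0.0387 from the same test), with the replicate block (log2 fold change -4.75) and with limma (-4.39). In the other fits it missed the threshold.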
